A study of Mus musculus with 4 samples.

How the data were processed

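RNA was sequenced from small-intestinal crypts, the stem-cell-bearing pits of the gut lining, of male C57BL/6J mice aged 9 weeks. The mice were fed or fasted for 24 hours, without or with 21 days of tetracycline, an antibiotic. The labels list 4 samples, 1 in each of the 4 groups (fed and fasted, each without and with tetracycline). Per the labels' protocols, crypts were shaken off in a chelating buffer and dissociated with trypsin, and libraries were made with a kit that does not keep the strand. Genes that overlap another gene, or that share reads with a near-identical copy, are therefore uncertain.

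The material analysed was 2 tables of the authors' own fasting comparisons, 1 for mice without and 1 for mice with tetracycline. Per the file headers, the columns are those that DESeq2 writes. The authors' mean is a signal, namely the average over the table's libraries of counts divided by a size factor. The authors' fold change and its standard error are on the log2 scale. The authors' test statistic is a score equal to the fold change over its standard error. The authors' p-values carry a Benjamini-Hochberg adjustment over the rows that have one. These relations held in the deposited values. The aligner, counting program, genome build and annotation release are not stated in the labels or headers. The tables were scaled separately. There are 0 further per-sample columns that were left unused.

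No column states the direction of the fold change. It was read as fasted over fed from the order of the words in the tables' names. The fatty acid oxidation genes rise under this reading in both tables, so that list is not independent evidence for the direction, and every direction given depends on it.

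The deposited gene identifiers are versioned Ensembl identifiers. Of those in the table without tetracycline, 0.0509% matched GENCODE mouse release 21 with the version and 99.3% without it, so that release was used for gene types and for 5221 symbols the tables lack, and no coordinates are given. The mouse RefSeq gene table of assembly GRCm38.p6 was used only to see which genes neighbour Gm14308 and Yy2.

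Size factors divide whole counts, so the deposited means are sums of whole counts times a fixed step per library. The lowest means gave 4 steps per table, 2 on each side of the comparison, and rows had been kept from a total of 2 counts. Among genes with a mean up to 200, and listed or called genes up to 1000, 99.7% of 14625 genes without and 100.0% of 14951 genes with tetracycline decoded to 1 set of whole counts. The deposited fold changes served to place each step on a side, but not to solve the counts of a gene. They differed from those of the decoded counts by a median of 0.0023 and 0.0096. The tables thus hold 2 libraries per side where the labels list 1 sample per group. These libraries cannot be tied to the labelled samples. They are shown as single values, with no standard deviation or test of their own, and no count model was run on them. Within a side, library 1 is the one with the larger size factor. Interval and floor statements cover counting error only.

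The design fixed before the data were examined assumed values per library. As the tables give comparisons, the deposited log2 fold change took the place of a difference of log2 values. Calls are the authors' adjusted p under 0.05, and changes are described where the mean is at least 1 and the absolute log2 change at least 1. The difference of the fasting changes was tested per gene as the change with tetracycline minus that without, divided by the root of the summed squared standard errors, with a two-sided normal p (a Wald test), adjusted by Benjamini-Hochberg over the 17571 genes that carry an adjusted p in both tables. Group means were rebuilt from the mean and the fold change. They served for the comparison of tetracycline levels, which crosses separately scaled tables and was centred on the median log2 ratio with pseudocount 1 and not tested. A side whose rebuilt mean is at most 3 counts is taken as at the floor and set to 3, which gives a bound in place of a fold change. The bound is not a confidence limit, and it is printed for single genes only where that side had 0 to 2 counts in all.

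The 24 preset gene lists were written before the data were examined. A list's median log2 change was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, and preset lists with fewer than 5 members passing the filter were to be left out, a limit not applied to the lists added later. Random lists drew each gene independently, so a percentile describes the libraries and is not a p-value. Another 7 lists, of gastric mucosa, glucocorticoid response, aryl hydrocarbon receptor response, bile acid receptor response, proximal and distal small intestine and keratinized squamous epithelium, were written after the top genes had been seen. They leave those genes out, except the gastric list, which holds Gkn1, Gkn2 and Tff1. Genes named in the text are, for each fasting change and their difference, the 5 largest rises and 5 largest falls on the log2(value + 1) scale among genes with a symbol and a mean of at least 5, with predicted genes and pseudogenes counted but not named, plus members of the preset lists. Any other gene named was chosen after its values were seen. Of the genes the rule selects, 1 is not reported here.

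The alternatives concerned the filter, the size of change, the scaling and centring, the pseudocount, the gene type, the adjusted p threshold and the way lists were summarised. The statistics were tested on simulated data. For the difference test these were normal errors at the deposited standard errors, without libraries or counts. Of 200 genes whose fasting change was made to differ by 4 on the log2 scale among 17571, the difference test called 163, with 11 false among 174 calls. At a difference of 2 it called 74, and at a difference of 1 it called 1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.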

Results

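The study asked how tetracycline, given to deplete what the labels abbreviate as AKK, alters gene expression in fed against fasted mice. RNA from small-intestinal crypts was measured in 4 groups, with 1 labelled sample in each. The authors' deposited tables listed 25522 genes without and 26085 genes with tetracycline, of which 24182 were shared. The means summed to 65863261 and 65327199 normalized counts per average library. The whole counts behind the means showed 4 libraries per table, 2 fasted and 2 fed. The largest size factor was 1.17 times the smallest without tetracycline and 1.75 times with it. Among genes with a mean of 50 to 200, the log2 ratio between the 2 fasted libraries had a spread (SD across genes) of 0.80 without and 1.37 with tetracycline, and between the 2 fed libraries of 0.81 and 1.01. The deposited standard errors had a median of 0.34 and 0.49 on the log2 scale.

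The first comparison asked what fasting changed without tetracycline. In the authors' deposited table, 411 of 18100 genes with an adjusted p were under 0.05, 191 higher and 220 lower in fasted mice. At an adjusted p under 0.01 the count was 246, the alternative that moved it most. Of the 22803 genes with a mean of at least 1, 2630 were higher and 2161 lower by at least 1 on the log2 scale. Most of these were not called, and with a mean of at least 5 the total fell from 4791 to 2354.

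By the rule set in advance, the largest rises without tetracycline included Saa1, Ces3b, Mbl2 and Zbtb16, with 3 predicted genes or pseudogenes passed over. The authors' deposited table gave Zbtb16 a change of 4.90 (SE 0.43, adjusted p 2.7e-26), and Mbl2 5.35 (SE 1.15, adjusted p 0.000501). Saa1 had 859 and 31 counts in fasted and 5 and 1 in fed libraries (adjusted p 0.0192 in the authors' deposited table), with 95.9% of the fasted normalized counts in 1 library. Ces3b had 261 and 64 counts in fasted and 1 and 3 in fed libraries (adjusted p 3.29e-08 in the authors' deposited table). The fed counts are too low for a fold change of either gene to be given.

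The largest falls without tetracycline were in Cyp1a1, Amy2a4, Fabp6, Igkv8-28 and Igkv12-44, with 9 genes passed over. Cyp1a1 (ENSMUSG00000032315.7) had a rebuilt mean of 2135 normalized counts in fed and 1.97 in fasted mice, with an adjusted p of 7.2e-33 in the authors' deposited table. Fabp6 (ENSMUSG00000020405.5), an ileal bile acid binding protein, fell by 5.13 (SE 0.34, adjusted p 1.46e-48) in the authors' deposited table. The immunoglobulin segments Igkv8-28 and Igkv12-44 were at least 9.43-fold and 15.2-fold lower. Amy2a4 was read in 1 fed library alone, at 83.4 normalized counts, and was not called (adjusted p 0.609 in the authors' deposited table).

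The second comparison asked the same in mice given tetracycline for 21 days. In the authors' deposited table, 108 of 17993 genes were called, 60 higher and 48 lower in fasted mice, and 68 at an adjusted p under 0.01. Of the 23325 genes with a mean of at least 1, 2088 were higher and 3262 lower by at least 1.

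The largest rises with tetracycline included Exosc6, Yy2, Best2 and Car1, with 10 genes passed over. Yy2 was at least 22.8-fold and Best2 at least 19.7-fold higher in fasted mice, with adjusted p of 9.89e-05 and 0.00802 in the authors' deposited table. Best2 had 89.7 and 28.9 normalized counts in fasted and 0.79 and 0 in fed libraries, so its bound rests mostly on 1 fasted library. Exosc6 and Car1 rested on 1 fasted library each (243.6 and 153.9 normalized counts, against 0 in the other), were listed in this table alone, and were not called (adjusted p 0.931 for Exosc6 in the authors' deposited table).

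The largest falls with tetracycline were in Cyp1a1, Amy2a4, Gkn1, Tff1 and Gkn2, with 1 gene passed over. Cyp1a1 was at least 257-fold lower (adjusted p 1.36e-13 in the authors' deposited table). Amy2a4 was read in 1 fed library alone, at 436.8 normalized counts, although it was called with an adjusted p of 0.000764 in the authors' deposited table. Gkn1, Tff1 and Gkn2 changed by -6.67, -6.41 and -6.12 in the authors' deposited table, with SE of 2.68, 1.97 and 2.94. None of the 3 was called, at adjusted p of 0.586, 0.128 and 0.870.

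**Figure D1:**
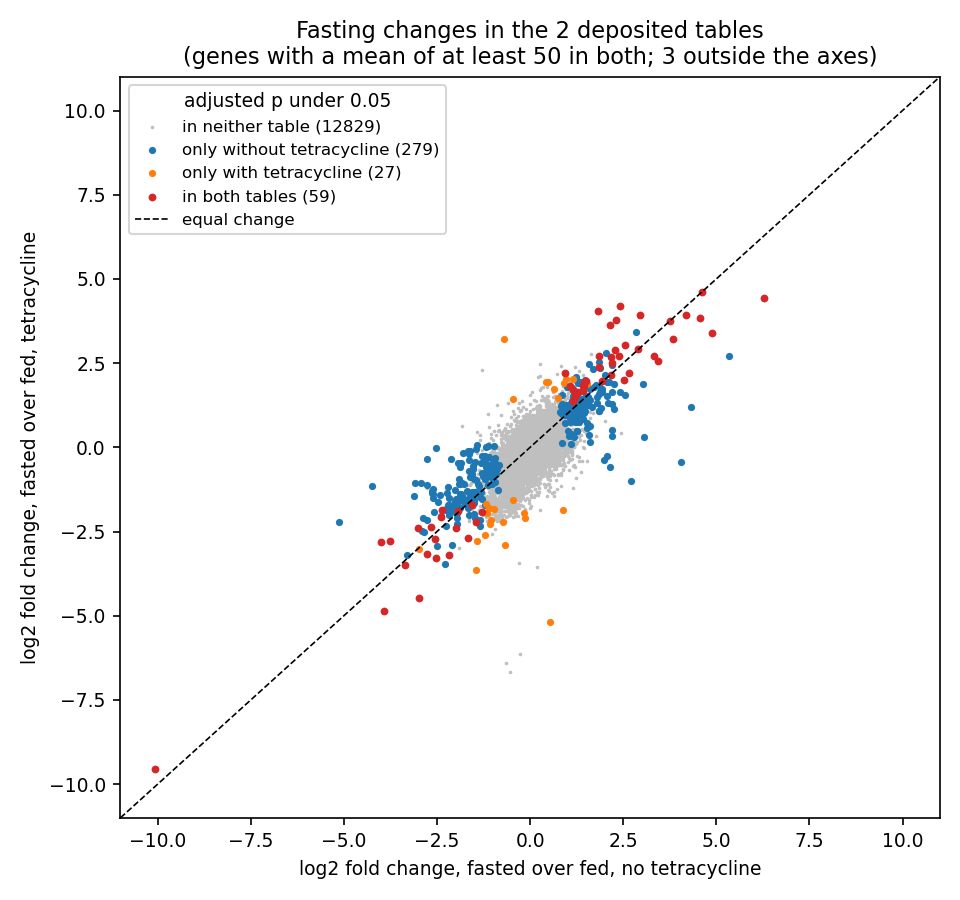
Each point is 1 of 13194 genes with a mean of at least 50 in both deposited tables, with the log2 fold change (fasted over fed) without tetracycline on the x axis and with tetracycline on the y axis, and colours mark adjusted p under 0.05. The 59 genes called in both tables lie on the same side of 0 in both, and 3 genes fall outside the axes.

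The next question was whether tetracycline altered the fasting change. The 65 genes called in both of the authors' deposited tables all moved the same way, 44 higher and 21 lower. Of the 408 genes called without tetracycline and listed in both tables, 389 (95.3%) moved the same way with it, against 66.1% of all tested genes. Of the 107 called with tetracycline, 100 moved the same way without it. Across the 9293 genes with a mean of at least 500, the changes in the 2 tables had a Pearson r of 0.65 and a Spearman rho of 0.50 across genes, which are not independent replicates. The slope, with error in both, was 0.993, and over the 13194 genes with a mean of at least 50 it was 0.905.

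The Wald test of the difference called 4 of 17571 genes at a Benjamini-Hochberg adjusted p under 0.05, namely Yy2, Mid1-ps1, Gm14308 and Gm49749, the last 3 named although outside the rule because of their small number. At an unadjusted p under 0.05 there were 185 genes, where chance would give 879. The statistic had an SD of 0.73, so the test was conservative for most genes. Whether the deposited standard errors overstated the scatter was not tested. The robust SD of the deposited statistic was 1.11 without and 0.84 with tetracycline. When the statistic was divided by its robust SD of 0.71, an alternative chosen after seeing the data, 32 genes were called, 16 higher and 16 lower with tetracycline. Of the 338 tested genes called only without tetracycline, 2 differed between the tables. For the others, a call in 1 table alone came with no difference past the threshold.

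Without a test, 1739 of 21925 genes had a change at least 1 higher with tetracycline and 2825 at least 1 lower. By rule, the largest rises of the difference were in Yy2, Try5, Ighv9-4, Igkv8-28 and Igkv15-103, and the largest falls in Muc5ac, Capn11, Gkn1, Gkn2 and Tff1, with 12 and 3 genes passed over. Ighv9-4 was outside the test, and of the other 9 genes only Yy2 was called. Its difference was 8.77 (SE 1.72, adjusted p 0.00376, Wald test), or 6.01 with pseudocount 1, and its size is uncertain because 1 side was at 0 counts. Capn11 differed by -7.62 (SE 1.79, adjusted p 0.0767), with 347.3 normalized counts in 1 fed library with tetracycline against 3.2 in the other. Muc5ac differed by -8.87 (SE 2.54, adjusted p 0.647), with 91.0% of its fed counts with tetracycline in 1 library.

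The preset gene lists placed these changes by function. Of 24 lists, 19 lay outside the central 95% of matched random lists without tetracycline and 17 with it. Chance would give 1.2 if the genes of a list varied independently. Genes of 1 cell type can move together between libraries, and lists share genes and cell types. These counts therefore do not by themselves measure an effect of fasting. Genes of fatty acid oxidation and ketogenesis rose by a median of 1.07 without and 1.17 with tetracycline (percentile 100 in both). In the authors' deposited tables, 11 and 6 of its 19 tested genes were called over all genes, and 15 and 13 when adjusted over the list alone. Paneth cell genes, made by the antimicrobial cells at the crypt base, rose by 1.05 and 1.12, with 10 and 0 genes called, and 13 and 1 when adjusted over the list alone. Enterocyte genes rose by 0.61 and 0.69, tuft cell genes by 0.67 and 0.43, and intestinal stem cell genes by 0.29 and 0.27 (percentiles 99.9 and 99.3, but 94.1 and 95.2 of random lists not matched on expression).

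Other lists fell in both tables. Proliferation genes fell by a median of 0.68 without and 0.50 with tetracycline, with all 20 genes lower in each. They had 2 and 0 genes called over all genes, and 11 and 0 when adjusted over the list alone. Fetal-like and regenerative genes fell by 0.71 and 0.61, immediate early genes by 0.56 and 0.63, class II antigen presentation by 1.34 and 1.36, and cholesterol and lipid synthesis by 0.26 and 0.18. With the genes at the floor set to their bound, the fetal-like medians were -0.65 and -0.34. Transcripts of other cell types were also lower. Lymphocyte genes changed by -1.002 and -1.76, myeloid genes by -1.09 and -1.38, stromal genes by -1.099 and -1.003, and erythrocyte genes by -2.70 and -1.33. The 2 libraries of a side differed in these: summed normalized counts of 6 lymphocyte genes were 547 and 1299 in fasted and 2676 and 5073 in fed libraries without tetracycline, and 2284 and 143 in fasted and 6679 and 1589 in fed libraries with it.

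Several lists differed between the tables. The median of the microbiota-responsive defence genes was 0.88 without and -0.02 with tetracycline, where it lay at percentile 45.6. Among genes with a mean of at least 5, the median with tetracycline was -0.46, at percentile 0.66. With genes at the floor set to their bound the medians were 1.17 and -0.45. In the authors' deposited tables, 5 and 2 genes of the list were called over all genes. Reg3b rose in both tables, by 4.56 (SE 0.91) and 3.84 (SE 0.78). Reg3g changed by 3.06 (SE 0.92) and 0.31 (SE 0.50), and Nos2 by 4.06 (SE 1.19) and -0.45 (SE 0.58). Duox2 changed by 0.88 (SE 1.17) and -1.87 (SE 0.41), and was called lower with tetracycline (adjusted p 0.00196 in the authors' deposited table). The Wald test called no gene of the list over all genes (adjusted p 0.766 for Nos2), and 2 when adjusted over the list alone. Interferon response genes changed by a median of -0.22 without and -1.095 with tetracycline, with 0 genes called in each. The mitochondrially encoded genes changed by -0.19 and 0.37, inside the central 95% in each, while their difference of 0.62 lay at percentile 100.

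Goblet cell genes changed by a median of -0.26 without and 0.39 with tetracycline, enteroendocrine genes by -0.14 and 0.25, and amino acid stress genes by 0.24 and 0.03. Circadian clock genes changed by 0.37 and 0.06. Short-chain fatty acid genes changed by 0.02 and 0.30, and histone deacetylase and acetyltransferase genes by -0.01 and -0.09. Pancreatic acinar genes changed by -1.62 without tetracycline (percentile 0, with 11 of 12 genes lower) and -0.09 with it. The fall rests on 1 fed library: summed normalized counts of 11 acinar genes without tetracycline were 517 and 2430 in fed and 726 and 803 in fasted libraries. For the difference of the 2 changes, 12 of the 24 lists lay outside the central 95%.

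**Figure D2:**
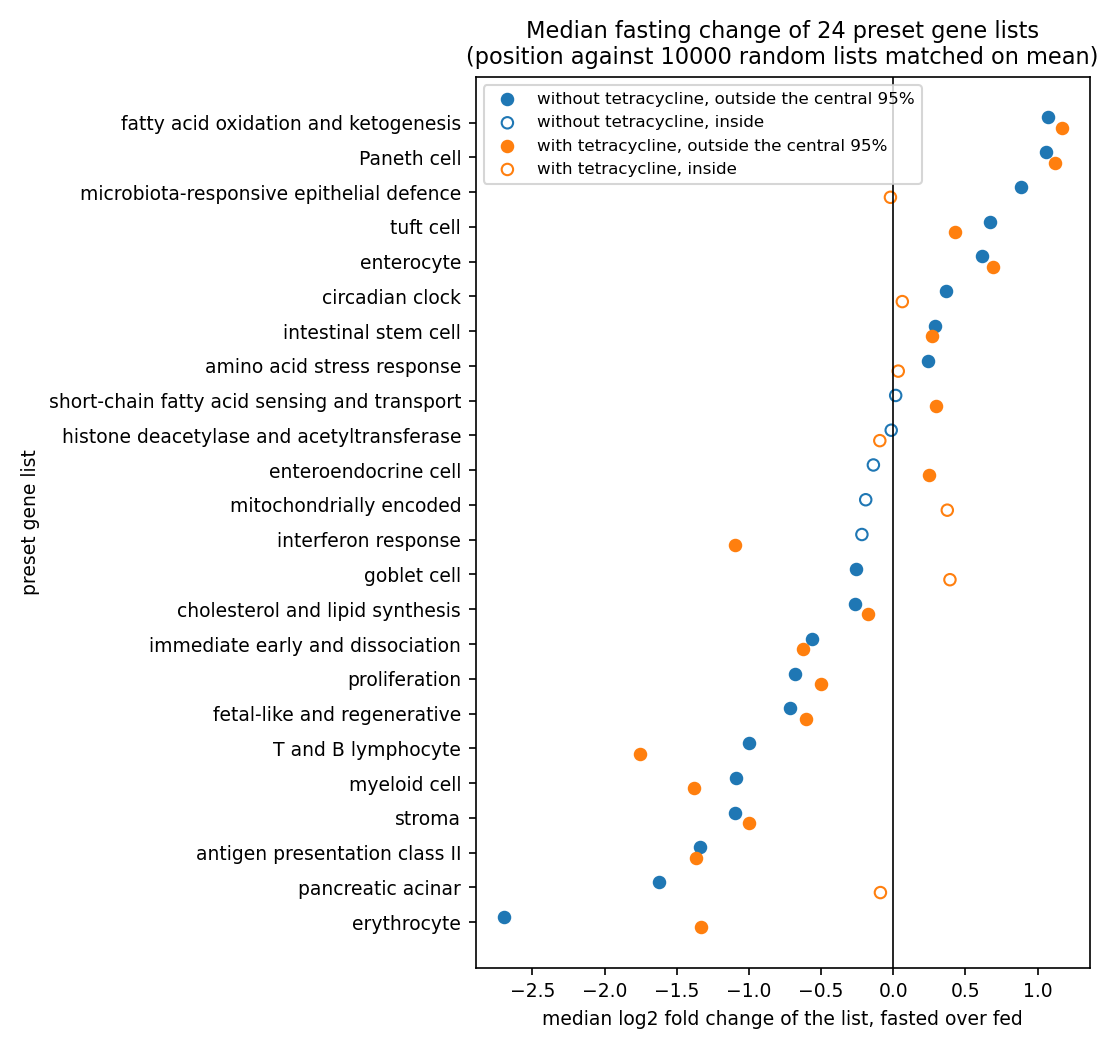
Each row is 1 of the 24 preset lists and each point its median log2 fold change (fasted over fed) without or with tetracycline, filled where it lies outside the central 95% of 10000 matched random lists. Fatty acid oxidation genes lie at 1.07 and 1.17 and lymphocyte genes at -1.002 and -1.76, while defence genes part at 0.88 and -0.02.

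Levels with against without tetracycline could be set side by side only across separately scaled tables, and were not tested. After centring on the median log2 ratio (0.06 in fed and 0.07 in fasted mice before centring), 2055 genes were higher and 885 lower by at least 1 with tetracycline among 22596 genes in fed mice. In fasted mice 877 were higher and 1023 lower among 22601, or 46.2% higher, and 53.4% were higher with the scaling as deposited, so the more frequent direction depends on the centring. The defence genes had a median of -0.87 in fed and -1.998 in fasted mice, lower with tetracycline for 11 and 12 of 13 genes. In the authors' deposited tables the mean of Reg3b was 155303 without and 27131 with tetracycline, and that of Nos2 was 2779 and 161. These means pool fed and fasted libraries. Nos2 was 4.06 higher on the log2 scale in fasted mice without tetracycline, so that side dominates its larger mean. There, summed normalized counts of 6 defence genes were 1661 and 282 in the 2 fasted libraries, so the fasted comparison may rest largely on 1 library.

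**Figure D3:**
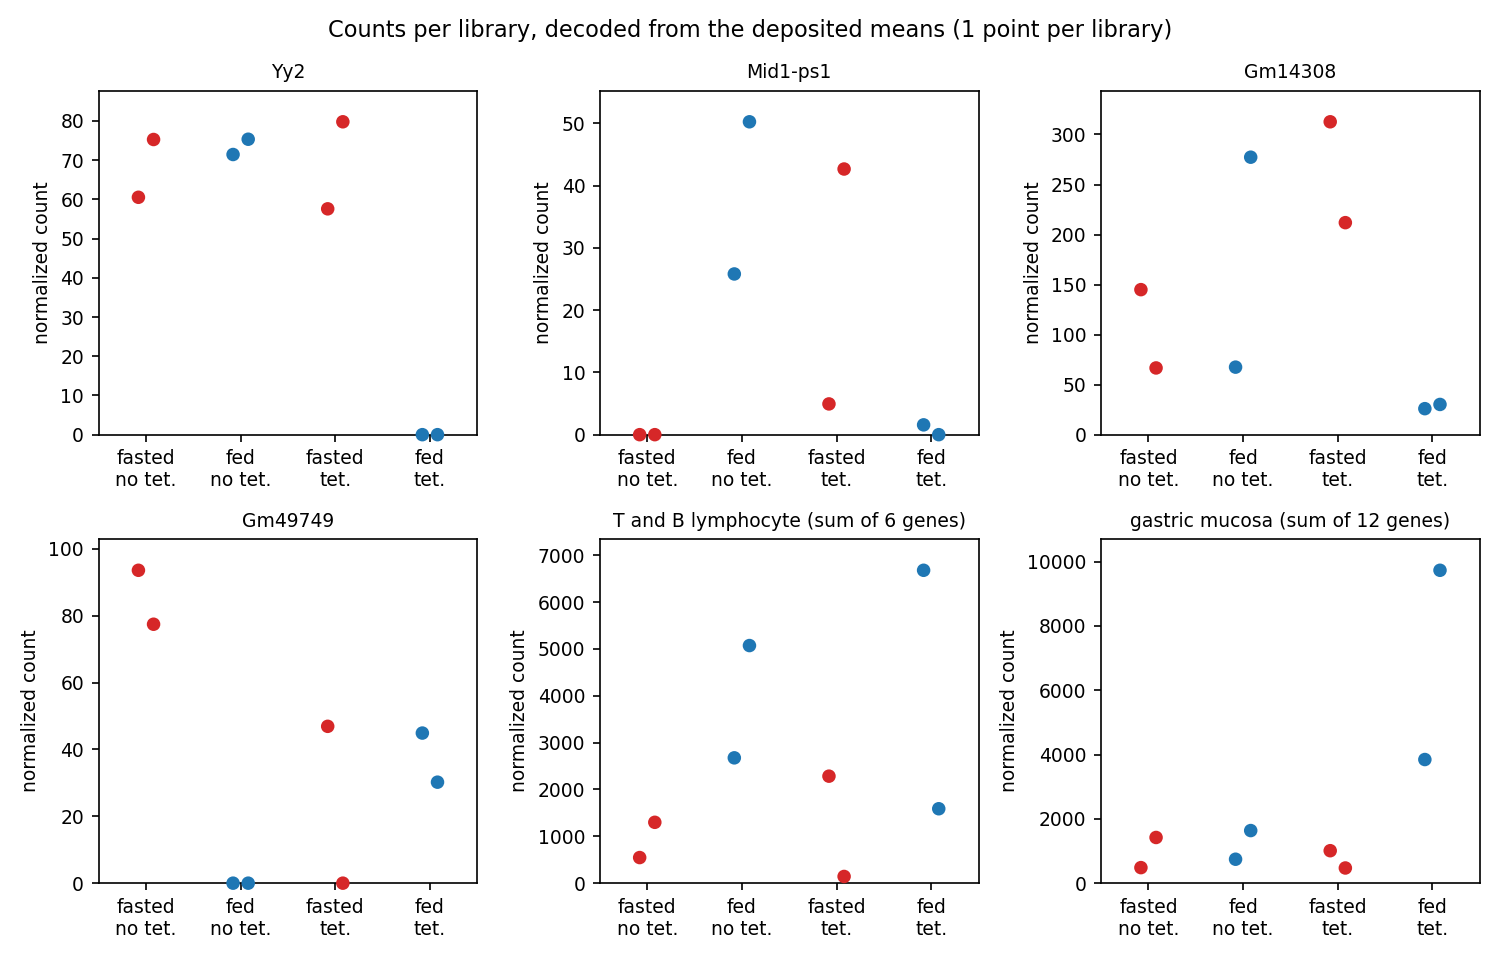
Normalized counts per library, decoded from the deposited means, are shown on the y axis for the 4 genes whose fasting change differed between the tables and for summed lymphocyte and gastric genes, with fasted libraries in red and fed in blue, 2 per side. Yy2 is at 0 in both fed libraries with tetracycline and between 57.6 and 79.8 in the other 6, and the lymphocyte sum spans 143 to 6679.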

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

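The 4 genes here had a fasting change that differed between the tables in the Wald test. The tests of the neighbours of Yy2 and Gm14308 were chosen before their values were seen, and no test was run for the other 2. Whether tetracycline is behind any of these differences stays open and untested, as each table holds 2 libraries per side.

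Yy2, an intronless copy related to Yy1 that lies within the gene Mbtps2, had a difference of 8.77 (SE 1.72, adjusted p 0.00376), which became 6.01 with pseudocount 1. It had 66 and 70 counts in fasted and 72 and 75 in fed libraries without tetracycline, and 70 and 58 in fasted but 0 and 0 in fed libraries with it. Loss of a segment that also holds Mbtps2 would have lowered Mbtps2 in the same fed libraries. Its fasting change with tetracycline was 0.015 (SE 0.42 in the authors' deposited table), which argues against that. A variant within Yy2 itself, or reads assigned elsewhere, may still explain the 0 counts, and neither was tested.

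Mid1-ps1, a pseudogene, had a difference of 12.49 (SE 2.47, adjusted p 0.00376). Its counts were 0 and 0 in fasted and 26 and 50 in fed libraries without tetracycline, and 6 and 31 in fasted and 2 and 0 in fed libraries with it. It was at least 12.6-fold lower in fasted mice in the first table and at least 7.91-fold higher in the second. Only the fall was called (adjusted p 0.000739 and 0.453 in the authors' deposited tables). The second bound rests mostly on 1 fasted library, with 42.7 normalized counts against 4.94 in the other. Pseudogene reads are shared with near-identical copies, and no explanation, technical or biological, was tested.

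Gm14308, a predicted gene among near-identical neighbours, had a difference of 3.93 (SE 0.82, adjusted p 0.00842). Its counts were 158 and 62 in fasted and 68 and 276 in fed libraries without tetracycline, and 380 and 154 in fasted and 33 and 28 in fed libraries with it. Reads shared with its neighbours could move between them while their sum stays level. The log2 ratio of the summed fasted to fed means of 40 neighbours with tetracycline was -0.010. The rise of Gm14308 was 3.39% of that sum, too little for the sum to decide, so shared reads and a change of the gene itself cannot be told apart.

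Gm49749, a predicted gene, had a difference of -9.53 (SE 2.12, adjusted p 0.0318). Its counts were 102 and 72 in fasted and 0 and 0 in fed libraries without tetracycline, and 57 and 0 in fasted and 57 and 28 in fed libraries with it. It was at least 28.4-fold higher in fasted mice without tetracycline. With 57 counts in 1 and 0 in the other fasted library with tetracycline, it varied between libraries of the same feeding state. No explanation, technical or biological, was tested.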

How the results depend on the processing

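Alternatives that used a pseudocount on the deposited changes, the scaled or restricted difference tests, the uncentred tetracycline levels and those for the added lists were chosen after seeing the data. A count is taken to hold when it stays within 1.5 times the value reported. Of 68 alternatives for the counts, 47 held and 21 did not.

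With a mean of at least 5 in place of 1, the genes changed by at least 1 numbered 2354 without tetracycline, 2922 with tetracycline and 2219 for their difference, and 1716 and 811 for the tetracycline levels in fed and fasted mice. With a log2 change of at least 2 the same 5 counts were 1739, 1729, 1676, 299 and 236. With protein-coding genes alone they were 2289, 2977, 2136, 1457 and 914. Fewer genes pass in each of these by construction. Removing the filter, rescaling by the median, dropping the centring and either pseudocount kept these counts within 1.5 times. Dropping the centring nevertheless turned the balance of the tetracycline levels in fasted mice, from 46.2% higher to 53.4% of 1904 genes.

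At an adjusted p under 0.01 the authors' calls fell to 246 without tetracycline, 68 with it and 42 in both, again by construction. The difference test gave 19 genes when adjusted over the 443 genes called in either table alone, 32 with the statistic divided by its robust SD, and 2 among protein-coding genes. The first of these selects genes on the same data, and the second assumes that most genes do not differ.

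The numbers of preset lists outside the central 95% held under the alternatives run. Of the single lists and genes, 34 values changed: 6 moved, 6 reversed, 16 became weaker and 6 stronger. A gene is taken to move when it changes by more than its standard error. With pseudocount 1, Yy2 fell to 5.89 with tetracycline and its difference from 8.77 to 6.01, Igkv8-28 became -4.63 without tetracycline and its difference 4.28, and Amy2a4 with tetracycline became -7.78 (-11.09 with pseudocount 0.1). Each of these genes had a side at the floor, where the size of a fitted change is uncertain. The reversed medians were near 0. The defence list with tetracycline became 0.49 as a mean over members and 0.0039 after rescaling. With a mean of at least 5 it became -0.46, at percentile 0.66, outside the central 95%, where the median reported lay at percentile 45.6. The pancreatic acinar list with tetracycline became 0.64 as a mean. The short-chain fatty acid list without tetracycline became -0.0033 after rescaling. The stem cell and fetal-like differences became 0.0094 and 0.031 as means. Lists that became weaker fell back inside the central 95%. With random lists not matched on expression these were, without tetracycline, the stem cell (percentile 94.1), amino acid stress, goblet cell and circadian clock lists. With tetracycline they were the stem cell (percentile 95.2), cholesterol and lipid synthesis, enteroendocrine and short-chain fatty acid lists, and for the difference the clock and myeloid lists. As means over members they were the fetal-like, enteroendocrine and stromal lists with tetracycline, and the goblet cell and myeloid lists for the difference. With a mean of at least 5 it was the short-chain fatty acid list with tetracycline. Apart from the defence list, those that became stronger passed outside the central 95%: the goblet cell list with tetracycline (random lists not matched, no filter, and pseudocount 1), the mitochondrially encoded list with tetracycline (not matched) and the amino acid stress list for the difference (as a mean). The cause was not tested.

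A count model on whole libraries, its alternative tool, leaving out replicates and a replicate block were not run. The libraries behind the tables cannot be tied to the labelled samples, and only part of the genes decode. No paired analysis was possible because the tables give comparisons and not samples. In simulation with normal errors at the deposited standard errors, a difference of 2 on the log2 scale between the tables was called for 37.0% of changed genes. A difference of 4 was called for 81.5%, so smaller differences would mostly be missed. No libraries were simulated for this test. The statistic varied less in these data (SD 0.73) than such errors imply, so these shares are approximate.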

Other observations

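Of the tests here, those of the standard errors, the slope and the region without tetracycline were chosen before their values were seen, and the others after the result was seen.

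Fewer genes were called with tetracycline (108) than without (411). The changes without tetracycline, divided by the standard errors of the tetracycline table, gave 94 calls over the shared genes, where they gave 403 with their own and the tetracycline table gave 105. A smaller fasting change with tetracycline would give a slope well under 1, and it was 0.993 for genes with a mean of at least 500 and 0.905 for those of at least 50. The lower number of calls is consistent with the larger standard errors of the tetracycline table, and the slopes argue against a weaker response as the whole explanation.

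The lymphocyte, myeloid and stromal lists were lower in fasted mice by their median change in both tables. With tetracycline, however, fasted library 1 exceeded fed library 2 in lymphocyte (2284 against 1589) and stromal sums (1379 against 1031). Myeloid sums with tetracycline, and the sums of these lists without it, did not overlap between the sides. With tetracycline the 2 fasted libraries differed 15.96-fold in summed lymphocyte counts, more than the 5.70-fold between the geometric means of the sides. The fasted library at 143 weighs heavily in both folds. The order was the same for myeloid (3.02-fold against 2.71-fold) and stromal sums (2.38-fold against 1.51-fold). Without tetracycline the geometric means of the lymphocyte sums differed 4.37-fold, and the 2 fasted libraries 2.38-fold. There the sides also differed more than the fasted libraries for myeloid (1.67-fold against 1.25-fold) and stromal sums (2.01-fold against 1.64-fold). The 2 fed libraries without tetracycline differed 1.90-fold in lymphocyte, 1.43-fold in myeloid and 2.25-fold in stromal sums. For stromal sums this exceeds the fold between the sides. Uneven carry-over of immune cells into the crypt preparation and a lower share of such cells after fasting cannot be told apart with 2 libraries per side. Among genes with a mean up to 200 in both tables, 157 had at least 40 normalized counts in 1 library and 0 in another. Of these, 102 were at 0 in the shallower fasted library with tetracycline, and 32 were antigen-receptor segments.

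Gastric surface transcripts were lower in fasted than in fed mice with tetracycline. The list of gastric mucosa had a median of -2.17 with and -0.28 without tetracycline. It holds Gkn1, Gkn2 and Tff1, which had drawn attention to it, and Ctse, the only gene of the list that was called. Without these 4 genes the medians were -1.06 and -0.22, at percentiles 0.15 and 13.3 of matched random lists. Carry-over of stomach with acid-secreting glands would lower gland transcripts too. Of these, Atp4a, Pgc and Cblif had a median of 0.087 (SE of 0.83, 0.67 and 1.66), and 3 genes with such errors do not decide it. Stomach tissue with glands, surface cells carried into the fed libraries and surface-type expression arising in place therefore cannot be told apart. The last 2 predict the same fall. Summed counts of 12 genes were 1010 and 472 in fasted and 3844 and 9729 in fed libraries with tetracycline. Without it they were 483 and 1421 in fasted and 744 and 1636 in fed libraries.

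Defence and acute-phase genes rose in fasted mice without tetracycline, and 1 of the 2 fasted libraries held most of the counts: 95.9% for Saa1, 85.5% for Mbl2 and 80.8% for Clu. In the other library Mbl2 and Clu still exceeded the mean of the fed libraries, by 3.57 and 2.94 on the log2 scale, and Saa1 had 31 counts against 5 and 1 in the fed libraries. The summed counts of 6 defence genes, however, were lower there than the mean of the fed libraries, at a log2 ratio of -0.43. The most abundant members, Reg3b and Reg3g, did not decode. Whether the rise of the list may rest on 1 library cannot be told apart from a rise in both.

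Genes that respond to glucocorticoids were higher in fasted mice. A list of 11 such genes, without Fkbp5, Zbtb16 and Mt2, had a median of 1.07 without and 0.79 with tetracycline, at percentile 100 in both. A glucocorticoid response to fasting is a candidate explanation. Per1 is also in the clock list, and clock timing was not separated from it.

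Cyp1a1 had the largest fall by the rule in both tables. A list of other aryl hydrocarbon receptor targets had a median of -0.79 without and -0.96 with tetracycline, at percentiles 0.28 and 0.63 of matched random lists. Lower receptor activity after a day without food may explain both, as a hypothesis. The list is small, with 6 and 7 genes, of which 1 and 3 were at the floor in fasted mice. With these set to their bound, the medians were -0.79 and -0.62, at percentiles 0.19 and 0.37.

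Fabp6 fell by 5.13 without tetracycline. With tetracycline its change was -2.21 (SE 0.75) and was not called (adjusted p 0.268 in the authors' deposited table). A shift of the sampled region from distal to proximal would raise proximal and lower distal markers. Proximal minus distal medians gave -0.42 without tetracycline, where members of both lists went either way, so this stays open. With tetracycline the value was -1.42, with all 6 proximal genes lower (median -0.61) and all 5 distal genes higher (median 0.81), which argues against such a shift there. The 2 lists lay at percentiles 0.05 and 99.98 of matched random lists, the opposite way. A sampled region that was more distal in the fasted libraries with tetracycline is therefore not excluded. How far it would bear on other genes was not tested. Lower bile acid receptor activity would lower its other targets, whose median was -0.19 without and 0.34 with tetracycline. The 4 targets went either way in both tables, from -0.42 to 0.16 without and from -0.89 to 0.74 with tetracycline, so this cannot be told apart from no change. The list of keratinized squamous epithelium, a check for other tissue, had a median of 0.22 and 0.76 over 5 genes.

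Some called genes had extreme fold changes that came from 1 library. Gm12918 (-23.07), Gm14440 (23.39) and Amy2a4 (-22.88) in the authors' deposited tables had counts of 481, 246 and 405 in 1 library and 0 in the other 3 of their table. Among called genes with decoded counts, 15 of 239 without and 8 of 68 with tetracycline had over 80% of the higher side's normalized counts in 1 library.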
